A study of Rattus norvegicus with 2 samples. Its data were reported in "Genome‐scale screening in a rat haploid system identifies Thop1 as a modulator of pluripotency exit" (2022).

How the data were processed

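The data came from a piggyBac transposon screen in rat haploid embryonic stem cells, which carry a single copy of each chromosome, so that 1 insertion can remove a gene's only copy. The cells carried green fluorescent protein behind Rex1, a gene of the naive pluripotent state. Mutant cells were left to differentiate at random, and those still fluorescent were sorted and returned to stem cell medium. Per the labels, 1 library was taken before and 1 after screening, and the grouping rests on that label alone. There was therefore 1 library per group, with no replicate check, no test across samples and no p-value of a difference between conditions. The labels describe a messenger RNA preparation, and the submitters' processing notes list HISAT2 2.0.5 and featureCounts 1.5.0-p3, but the table holds transposon insertions per gene, which are the output of splinkerette PCR, a method that amplifies the genomic sequence next to a transposon end.

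According to the methods of the study, adapters and transposon tags were trimmed with the FASTX toolkit, and HaSAPPy aligned the reads and assigned insertions to genes, with versions not given in the sources used here. The build is uncertain, since the methods name a mouse assembly while the table pairs genes with rat Ensembl identifiers, so no position is printed. The column names of both libraries end in a number that the labels do not explain, and each column was matched to its library by the rest of its name. The study speaks of 2 independent mutant libraries, and neither the labels nor the study say whether that number marks 1 of them or whether both counts come from the same one. The authors deposited raw counts per gene and library, not scaled to depth, of independent insertions, of disrupting insertions, of insertions in the forward and in the reverse orientation, which leave some insertions out, and of reads. In 12509 of the 12716 genes hit before and 12269 of the 12463 hit after screening, the disrupting insertions equalled all insertions less the reverse ones. There the insertions with no counted orientation were read as exon insertions. In the other 207 and 194 genes the disrupting insertions were fewer, so no exon share was taken from them, a restriction set after seeing the data. The authors also deposited a fold of insertions after over before screening, unscaled, in which a count of 0 before screening was replaced by 1, and a one-sided Fisher p-value per gene. That p-value was recomputed from the disrupting insertions and matched for all 18156 genes within 0.001 on the log10 scale, and it compares these libraries, not the conditions. The table had 1 further row for insertions assigned to no gene, with 57.3% of the insertions before and 57.9% after screening. Other counts of that row put these shares in doubt. That row stayed out of totals, ratios and ranks, except in 1 alternative. The other 31 columns of the table were not used.

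For each gene the share of all insertions assigned to genes was taken in each library, and the fold after over before screening was the ratio of these shares. Its 95% interval was the exact Clopper-Pearson interval of the conditional binomial share. Intervals and floors cover counting error only, since PCR products without molecular identifiers are not independent molecules. Where 1 library had 0 insertions, the fold was computed against a floor of 3 insertions and is printed as a lower bound. The other count was taken as exact, so this bound lies above the lower end of the 95% interval. For Gng10 it was 147, against 119 for the interval. In these libraries a count of 0 allows a share of up to 0.000196% before and 0.000233% after screening. A gene was measured with at least 10 insertions summed over both libraries. It was called higher or lower where its share differed at least 4-fold and the interval excluded 1. For this rule a count of 0 was taken as it stands, not at the floor, so 49 of the genes called higher and 176 of those called lower have a lower bound under 4. This is a rule of size, not a test. Log2 ratios used a pseudocount of 0.5 insertions.

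For each of 17 gene lists, the members at least 2-fold higher and lower were counted. The median log2 ratio was placed as a percentile among 10000 random lists of the same size, matched on count in 20 bins, which describes these libraries only. The lists, the rules, the alternatives not named below as added and the rule for named genes were fixed before the data were examined. Named are the 10 candidates of the study, the 10 genes with the largest and the 10 with the smallest ratio among those called, ranked by the interval bound nearest 1, up to 4 members of each list with the largest ratios, and the 5 genes with most insertions in each library. Of the genes this rule takes, 1 is not reported here. Other genes are named as chosen after their values were seen. The lists were the study's candidates and the genes it found in subclones, naive pluripotency factors, the ERK cascade and its brakes, Wnt and GSK3, JAK-STAT and LIF, activin, nodal and BMP, folliculin and mTORC1, chromatin regulators, apoptosis, lineage markers, fibroblast markers, oligopeptidases, core essential genes, ribosomal proteins and olfactory receptors. Gene order and overlaps between genes came from the RefSeq gene table of assembly GRCr8, matched by symbol, and 11085 of the 11976 measured genes were placed.

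The rule was tested on simulated data made from the real counts. With equal shares in both libraries it called 27.6 genes on average in 100 simulations over the 11976 measured genes, and 39 at most. Of 50 genes each changed 3-fold, 6-fold, 12-fold and 24-fold it called 12, 45, 46 and 46. The alternatives were reads in place of insertions, disrupting insertions only, scaling by the median ratio, no count minimum, a minimum of 50, a 2-fold rule, at least 5 insertions for a gene to be hit, another pseudocount and matching on the count before screening. Added after seeing the data were halved insertions, totals that include unassigned insertions, leaving out genes with identical counts and a count of 0 taken at its floor of 3. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.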

Results

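The screen asked which disrupted genes let rat haploid embryonic stem cells keep the Rex1 reporter through random differentiation. PiggyBac insertions were counted per gene in 1 mutant library before and 1 after screening. The library before screening held 1528935 insertions assigned to genes from 2824155 reads, and the library after screening held 1287231 from 2351082 reads. At least 1 insertion was found in 12716 genes before and 12463 after screening, and 10859 genes were hit in both. Of the 18156 genes listed, 14320 were hit in either library and 3836 in neither. With 1 library per group no difference has a replicate check, and folds are ratios of shares of insertions in genes with 95% counting intervals.

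Thop1, which encodes the zinc peptidase thimet oligopeptidase (ENSRNOG00000019924), held 151 insertions before and 915 after screening, a 7.20-fold higher share (6.05 to 8.61). Its disrupting insertions went from 101 to 622. The share of each of the other 9 candidates was also higher after screening. Smpd4, a neutral sphingomyelinase, went from 109 to 1296 insertions (14.1-fold, 11.6 to 17.3), and Nfic, a transcription factor, from 45 to 822 (21.7-fold, 16.1 to 29.98). Inhbb, a subunit of inhibin and activin B, was 11.4-fold higher (8.65 to 15.3), the small Maf factor gene Mafk 10.4-fold (7.92 to 13.8), Fam222b 9.40-fold (7.47 to 11.96) and Pth1r, the receptor of parathyroid hormone, 6.81-fold (5.75 to 8.10). Igfbp4, an insulin-like growth factor binding protein, had 4 insertions before and 749 after screening, and Lrfn3, a synaptic adhesion protein, had 1 and 314. Their folds of 222 (86.5 to 818) and 373 (66.5 to 14778) are accordingly loose. Plec, the cytolinker plectin, went from 872 to 2029 insertions (2.76-fold, 2.55 to 3.00), under the 4-fold rule that the other 9 passed. In reads the log2 ratio of each candidate was higher than in insertions, most so for Fam222b (5.66 against 3.23), Pth1r (4.85 against 2.76), Nfic (5.78 against 4.42), Igfbp4 (8.64 against 7.63) and Lrfn3 (8.83 against 7.96). In disrupting insertions Fam222b stood at 3.96 and Mafk at 4.08, the latter against 3.37 in all insertions, and Igfbp4 at 6.98. Of the candidates, Igfbp4, Fam222b, Nfic, Plec, Lrfn3 and Mafk overlap another gene or predicted locus in assembly GRCr8, to which some of their insertions can belong. The study chose these genes on this screen, so their direction is not independent evidence. The study also tested Thop1 apart from the screen, by knockout and overexpression in diploid rat embryonic stem cells, which these counts do not address. It reported that knockout slowed differentiation and that overexpression sped it up.

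**Figure D1:**
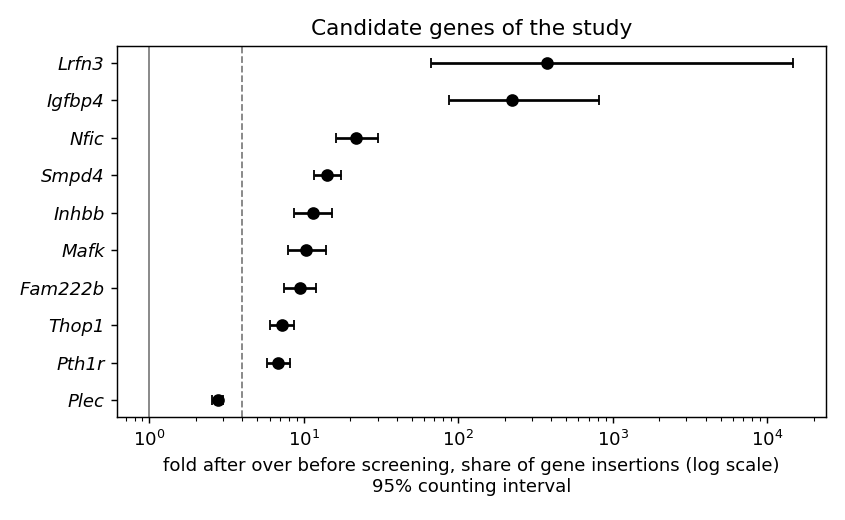
Fold after over before screening (log scale, share of insertions in genes) for the 10 candidate genes, with points for 1 library against 1 library and bars for the 95% counting interval. The solid line marks 1 and the dashed line 4, and Plec at 2.76 is the only candidate under 4.

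The candidates were among many genes with such differences. Of 11976 measured genes, 2338 (19.5%) were higher after screening by the rule of size and 2600 (21.7%) were lower. Among the genes called higher, 907 with insertions before screening had a larger fold than Thop1, as did 500 with none by their lower bound. Ranked by the lower end of the interval, Thop1 stood at 909 of the measured genes. By number of insertions after screening, Plec ranked 8, Smpd4 29, Pth1r 104 and Thop1 107 of all genes. By the authors' deposited table of Fisher scores, 9 of the 10 candidates were among the 10 lowest, with Thop1 at rank 9. The share of genes called was lower where insertions were many. The rule was met by 61.8% of the genes with 10 to under 30 insertions over both libraries, and by 4.41% of those with 1000 or more. Across measured genes, the Spearman correlation of insertions before and after screening was 0.492, a value over genes, which are not independent replicates.

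**Figure D2:**
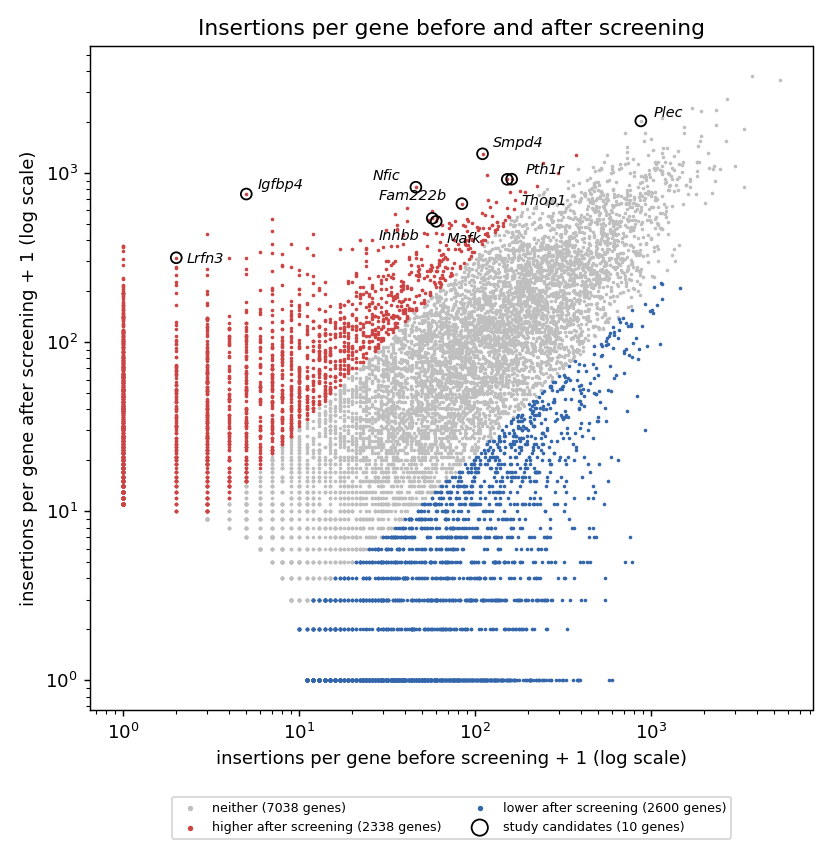
Insertions per gene plus 1 before (x axis) and after screening (y axis), both on log scales, for 11976 measured genes, with 1 point per gene. Red points are the 2338 genes higher and blue points the 2600 genes lower by the rule of size, and the circled candidates lie on the upper side.

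Of the 10 genes furthest on the higher side, 8 had no insertion before screening. Gng10, a G protein gamma subunit, had 371 insertions after screening (at least 147-fold higher), Rpl37a, a protein of the large ribosomal subunit, 367 (at least 145-fold) and its copy Rpl37a-ps1 364. The values of Rpl37a and its copy are uncertain, since reads can be shared between near-identical sequences. Kcnj11, the pore of the ATP-sensitive potassium channel, had 344 (at least 136-fold), Tmem170a 310, the anion exchanger gene Slc26a6 285, Dmrtb1 237 and Arfip2 234. All 344 of Kcnj11 were read as exon insertions. How many separate sites or clones the insertions of a gene stand for was not measured, so these folds and bounds need not rest on independent events. Cog7, of a Golgi tethering complex, went from 2 to 434 (258-fold, 70.9 to 2135), and Igfbp4 also belonged to this group of 10. The 10 genes furthest on the lower side had no insertion after screening. Plxna3, a semaphorin receptor, had 600 before (at least 168-fold lower), Acp5, an acid phosphatase, 572 (at least 161-fold) and Zfyve21 395 (at least 111-fold). The others were RGD1309036, Tti1, Spatc1, the kinase gene Rps6ka4, Nr2c2ap, the aquaporin gene Aqp7 and Smim5, with 387 to 314 insertions before screening. Of these genes, Gng10, Slc26a6, Igfbp4, Cog7, Plxna3, Zfyve21, Spatc1, Nr2c2ap and Smim5 overlap another gene or predicted locus, as do 42 of all genes named by rule, among them Il6st, Klf4, Klf2, Gsk3a, Casp9 and Dusp7 below. Insertions in the shared stretch can belong to either. In all, 78 genes went from 0 to at least 100 insertions and 129 from at least 100 to 0.

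Of the signalling lists, that of the LIF receptor, JAK and STAT pathway, which maintains naive stem cells, stood lowest. The list also holds genes that restrain the pathway, such as the Socs genes, so its median is not that of maintaining genes alone. Of its 18 measured members, 11 were at least 2-fold lower and 4 at least 2-fold higher after screening, and its median log2 ratio was -1.62, at percentile 0.47 of matched random lists. With at least 50 insertions required, 14 members remained and the median was -0.96 at percentile 4.41. Il6st, the shared receptor subunit gp130, went from 131 insertions to 0 (at least 36.8-fold lower). The kinase genes Jak2 and Jak3 went from 111 to 8 (11.7-fold lower, 5.73 to 27.7) and from 87 to 10 (7.32-fold lower, 3.8 to 15.8), and the adaptor gene Stam from 19 to 2 (8.0-fold lower, 1.93 to 70.8). For comparison, 31.5% of all measured genes were at least 2-fold higher and 32.4% at least 2-fold lower.

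In the FGF to ERK cascade, which drives exit from pluripotency, 11 of 25 measured members were at least 2-fold higher and 7 at least 2-fold lower (median 0.36, percentile 81.8). Mapk3, which encodes ERK1, had 0 insertions before and 80 after screening (at least 31.7-fold higher), whereas the adaptor gene Shc1 went from 109 to 2 (45.9-fold lower, 12.4 to 384) and the receptor gene Fgfr1 from 204 to 14 (12.3-fold lower, 7.15 to 22.8). Etv4 went from 12 to 0. Of 15 brakes on ERK, 5 were at least 2-fold higher and 4 lower (median 0.34, percentile 67.5). The phosphatase genes Dusp5, Dusp2 and Dusp1 had 70, 24 and 20 insertions after screening and 0 before, and Dusp7 had 41 before and 0 after. In the Wnt and GSK3 list, 9 of 23 members were at least 2-fold higher and 4 lower (median 0.01, percentile 48.8). Gsk3a, a kinase of the beta-catenin destruction complex, went from 204 insertions to 0 (at least 57.3-fold lower), and Apc, of the same complex, from 6 to 64 (12.7-fold higher, 5.51 to 35.8). Fzd1 was 14.5-fold lower (5.42 to 54.8) and Tcf7l2 10.3-fold lower (3.78 to 39.4). Among 22 activin, nodal and BMP genes, 7 were at least 2-fold higher and 7 lower (median 0.04, percentile 54.6). Their targets Id3 and Id1 went from 67 and 25 insertions to 0, while Id2 and Smad5 went from 0 to 16 and 11.

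Of 14 folliculin and mTORC1 genes, known from mouse screens for exit from pluripotency, 3 were at least 2-fold higher and 6 lower (median -0.75, percentile 9.42). Nprl3, of the GATOR1 complex, went from 71 to 1 insertions (59.8-fold lower, 10.4 to 2394) and Tsc1 from 109 to 2 (45.9-fold lower, 12.4 to 384). Fnip2, a folliculin partner, went from 10 to 83 (9.86-fold higher, 5.10 to 21.3) and Rragc from 2 to 22 (13.1-fold higher, 3.21 to 115). Of 26 chromatin and RNA regulators, 12 were at least 2-fold higher and 7 lower, with a median of 0.88 at percentile 98.9. Zfp706 and Pum2 had 0 insertions before and 12 after screening each (at least 4.75-fold higher by the floor, with the interval starting at 3.30). Eed, a Polycomb protein, had 34 before and 0 after. With at least 50 insertions required, 20 members remained and the median was 0.38 at percentile 84.0.

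Of 12 measured naive pluripotency factors, 5 were at least 2-fold higher and 2 lower (median 0.55, percentile 78.6). Klf4 went from 140 insertions to 0 (at least 39.3-fold lower) and Klf2 from 0 to 81 (at least 32.1-fold higher). Lin28a went from 12 to 1 (10.1-fold lower, 1.49 to 432) and Nr0b1 from 5 to 29 (6.89-fold higher, 2.64 to 22.8). Of 12 lineage markers, 5 were at least 2-fold higher and 2 lower (median -0.11, percentile 43.8). Cdx2, a trophectoderm factor, went from 47 to 251 insertions (6.34-fold higher, 4.63 to 8.86), Irx4 from 2 to 65 (38.6-fold, 10.3 to 326), Hand1 from 27 to 122 (5.37-fold, 3.51 to 8.47) and Foxa2 from 0 to 16. Of 6 measured fibroblast markers, 4 were at least 2-fold higher and 0 lower (median 1.48, percentile 96.9), among them Pdgfra from 32 to 286 (10.6-fold, 7.35 to 15.8), Dcn from 2 to 51 (30.3-fold, 7.97 to 257), Fn1 (3.42-fold, 2.51 to 4.70) and Col1a1 (2.29-fold, 1.73 to 3.04). These are insertions in the DNA of these genes, not transcripts, and Fn1 lies on the chromosome of assembly GRCr8 whose genes had the highest median log2 ratio, 0.58. Of 14 apoptosis genes, 3 were at least 2-fold higher and 5 lower (median 0.12, percentile 57.3). Casp9 went from 253 insertions to 0 (at least 71.0-fold lower), Pmaip1 from 18 and Bbc3 from 14 to 0, and Mdm2 from 1 to 30 (35.6-fold higher, 5.92 to 1454).

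Of the 15 oligopeptidases that trim short peptides, Thop1 among them, 5 were at least 2-fold higher and 3 lower (median 0.05, percentile 54.7). Lta4h was 16.0-fold lower (6.0 to 60.2), Anpep 13.6-fold lower (6.95 to 30.3) and Blmh 9.50-fold higher (2.89 to 49.3). Of 57 measured core essential genes, 18 were at least 2-fold higher and 19 lower (median 0.45, percentile 89.8). The chaperonin genes went both ways, with Cct2 from 0 to 103 (at least 40.8-fold higher), Cct4 from 0 to 60 and Cct7 from 252 to 1 (212-fold lower, 37.7 to 8413), and the proteasome gene Psmc5 went from 107 to 0. Of 43 ribosomal protein genes, 15 were higher and 14 lower (median 0.11, percentile 58.9), with Rpl23 and Rpl14 at 0 before and 45 and 42 after screening, and Rpl18 at 96 and 0. Olfactory receptor genes, which are silent in stem cells, were listed as a background, but only 44 of 1067 were measured. The median counts of these 44 were the lowest of all lists, at 10.5 before and 11 after screening. They are therefore no background for lists with more insertions. Of the 44, 20 were at least 2-fold higher and 19 lower (median -0.05, percentile 47.5). Olr202, Olr288, Olr429 and Olr1640 went from 0 to 114, 75, 40 and 39 insertions. Cacna1b, found by the study in a subclone, went from 740 to 269 (2.32-fold lower, 2.01 to 2.67), a log2 ratio of -1.21 against -0.47 in reads. Placing genes with 0 insertions at their bound moved no list median by more than 0.039.

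**Figure D3:**
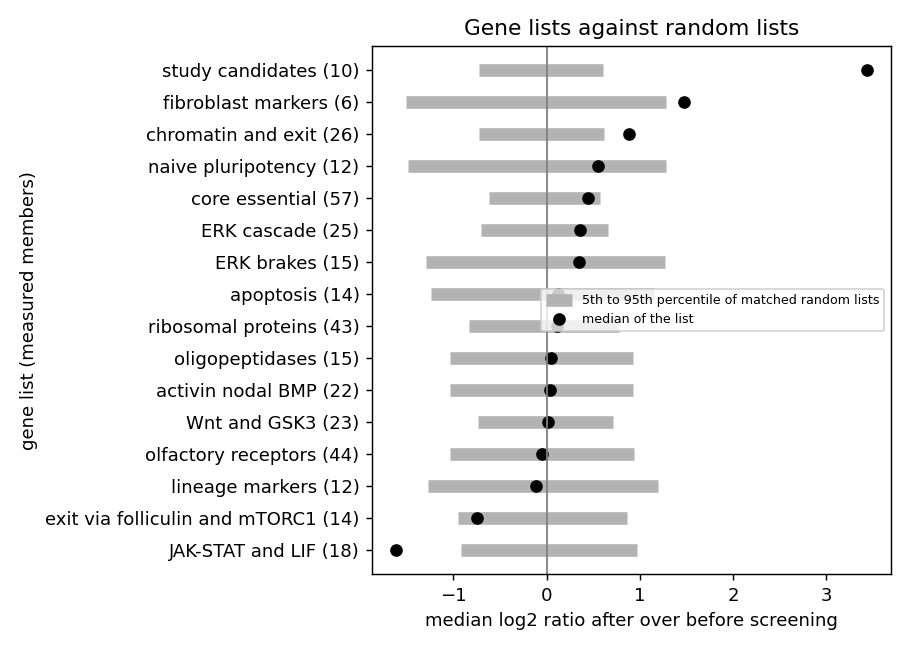
Median log2 ratio after over before screening (x axis) of the 16 gene lists with more than 1 measured gene (y axis, with the number measured), with points for the list and grey bars from the 5th to the 95th percentile of 10000 matched random lists. The fibroblast markers at 1.48 and the chromatin regulators at 0.88 lie above their bars. The JAK-STAT and LIF list at -1.62 lies under its bar. The candidates at 3.43 also lie above theirs, but the study chose them on these libraries. Among 16 lists, some can lie outside such bars by chance alone.

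The genes with most insertions differed less. Ppp1r7, a phosphatase subunit gene on the same chromosome as Fn1, had 5369 before and 3522 after screening (1.28-fold lower, 1.23 to 1.34), and Camta1, a transcription factor, had 3746 and 3733 (1.18-fold higher, 1.13 to 1.24). Cyp3a2 was 1.56-fold lower (1.48 to 1.66), Zfp423 3.42-fold lower (3.17 to 3.69) and Shank2 2.29-fold lower (2.13 to 2.45). St6galnac3 was 1.19-fold (1.13 to 1.26), Arhgap45 1.70-fold (1.60 to 1.81) and Ppil1 1.20-fold higher (1.13 to 1.27). Of the insertions with a counted orientation, 49.6% were forward before (49.5 to 49.7) and 49.5% after screening (49.4 to 49.6). In the genes where exon insertions could be read, they made up 13.9% of the insertions before (13.8 to 13.9) and 16.3% after (16.2 to 16.4). Disrupting insertions made up 56.5% of those in all genes before (56.4 to 56.6) and 57.6% after (57.5 to 57.7). Of the genes with exactly 2 insertions of counted orientation, 83.6% before and 80.2% after screening held 1 of each orientation, so that insertions of a gene may not be independent counts and the intervals can be too narrow.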

Values the study reported

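The study reported independent insertions at 18,000 genes, more than the genes hit in either library here. It placed 53.7% of the vectors in gene bodies, in which it counted promoters, and 46.3% in intergenic regions. Nearly 50% of the vectors lay in the sense orientation.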

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

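Insertions assigned to no gene, which enter only 1 alternative here, made up 57.9% of the library after screening (57.8 to 57.9), above the 57.3% of the library before screening (57.2 to 57.3). By reads the share was 58.7% after and 54.5% before screening, and neither difference has a replicate behind it. In that entry of the authors' deposited table, the disrupting insertions outnumber the insertions themselves, at 3.04 per insertion before and 2.99 after screening, which no gene count allows. Its forward and its reverse insertions each outnumber them too, at 2908075 and 2898411 against 2050427 before screening. After screening they were 2496290 and 2486026 against 1767485. The disrupting count of this entry is therefore not read as a measurement, and its insertion count and the shares above are uncertain.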

How the results depend on the processing

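The alternatives with halved insertions, totals that include unassigned insertions, without genes of identical counts, and with a count of 0 taken at its floor were chosen after seeing the data. No paired analysis was possible because each group had 1 library. Of the 2338 higher and 2600 lower genes, 2243 and 2534 were also called by reads and 1997 and 2265 by disrupting insertions. With halved insertions 1929 and 2172 were also called, and 2289 and 2424 with 0 at its floor. No gene was called in the opposite direction under any of the 10 alternatives. Most of these reuse the same insertion counts, under which a called gene could hardly reverse, so the absence of reversals is no evidence for the calls. With at least 50 insertions the counts were 1300 and 1466, because fewer genes were tested, and with the 2-fold rule 3639 and 3749. The log2 ratio of Thop1 was 3.12 by reads against 2.84 by insertions, and the cause was not tested. Of 96 named genes, 12 moved out of their counting interval by reads, 3 by scaling with the median ratio and 3 by disrupting insertions, and 0 reversed. Of 68 list medians under other settings, 64 kept their side of the 5th and 95th percentiles. The exceptions were the chromatin list (0.38, percentile 84.0) and the core essential list (0.75, percentile 97.4) with at least 50 insertions. The others were the ERK cascade (0.36, percentile 96.6) and the olfactory receptors (-0.051, percentile 0) when matched on the count before screening. The causes were not tested. That matching uses the denominator of the ratio, and a gene with few insertions before screening is measured only if it has enough after. The percentile of the olfactory receptors, with a median of 10.5 before screening, can come from this and is not read as a result. The JAK-STAT and LIF list kept its side but was at percentile 3.38 with that matching and at -0.96, percentile 4.41, with at least 50 insertions. The Spearman correlation across genes was 0.714 with no minimum, which also brings in genes with few or no insertions in both libraries, and the cause was not tested. Depth limits genes with few insertions, where a count of 0 allows 3.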

Other observations

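The limit of the exon test to genes where exon insertions could be read, its medians over genes and the tests of the loss of mutant cells, the orientation, the read-heavy genes and the chromosome were chosen after the results were seen. A few genes held very many reads per insertion, against medians of 1.37 reads per insertion before and 1.32 after screening over the 7453 genes with at least 10 insertions in each library. The genes named here were chosen after their values were seen. Tcte1, expressed in testis, held 52715 reads at 211 insertions before and 68595 at 207 after screening, and Acat1, a mitochondrial thiolase, 38121 and 65707 reads. Other genes reached 10 reads per insertion in 1 library alone. Mtor, the kinase of mTORC1, went from 5897 to 20505 reads while its insertions went from 1127 to 1035. Its reads per insertion were 5.23 before and 19.8 after screening, above the median in both libraries. Fabp3, a fatty acid binding protein, went from 104018 reads at 701 insertions to 99 reads at 65, Slco3a1 from 324 reads at 169 insertions to 15480 at 523, and Kcnj4, a potassium channel, from 36 reads at 30 insertions to 7890 at 456. Genes with at least 10 reads per insertion numbered 20 before and 35 after screening and held 19.7% and 18.3% of all reads in genes. They were the same in 12 cases, against 0.0939 for independent lists, which argues against amplification by chance in each library apart. Those 12 were 27.9% of the 43 genes at or above that cutoff in either library (15.3 to 43.7). That is too few for sites that amplify or map in excess in every library to account for all of them. The share depends on the cutoff, since Mtor and Casp14 (83.9 and 8.0 reads per insertion) were above the median in both libraries. Kcnj4, at 1.2 before screening, was not. No biological explanation was tested, and large clones of single mutants remain open.

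Of the genes that differed at least 4-fold, 4938 in both directions together, simulated libraries with equal shares gave at most 39, above the bound of under 10 set beforehand but far too few for counting error of independent insertions to be the cause. Loss of mutant cells through the selection alone would leave few genes going from 0 to at least 100 insertions if 1 mutant gave 1 insertion, and there were 78, against 129 in the other direction. The even orientations described next put that condition in doubt. How many insertions 1 mutant gives was not measured, so loss stays open. If selection of mutations that delay differentiation were behind the higher genes, their insertions would lie in exons more often, and the exon share of the higher genes after screening was 23.8%, above that of the lower genes before screening, at 18.0%, by 5.71 percentage points (3.72 to 7.73 by resampling genes), over the genes where exon insertions could be read. The interval spans the 5 points set beforehand. The higher and the lower genes are also different genes, and how much of their length is exon was not compared. Gene structure can therefore contribute to the gap. The medians over genes, 14.7% and 12.9%, lay closer, 1.76 points apart (-0.05 to 3.36), and genes called neither way also had a higher exon share after than before screening, at 14.5% and 12.6%, so selection and a shift of the whole library cannot be told apart. Uneven sampling of clones between the libraries, or a different mutant pool behind each, stays open and untested.

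The orientations of insertions in a gene were more even than random orientation gives. The mean of the squared difference of forward and reverse insertions over their sum was 0.359 before and 0.377 after screening, where independent insertions in random orientation give 1. Genes with exactly 2 insertions of counted orientation held 1 of each in 80.2% of cases after and 83.6% before screening, where random orientation gives 50%. A candidate explanation is that both sides of 1 insertion, or of 1 amplified fragment, were counted as 2 insertions, since the primers listed for the PCR cover both transposon ends. No biological explanation was tested.

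A hypothesis set beforehand was that cells with a disrupted essential gene are lost from a haploid library before screening. The median share of disrupting insertions in 41 core essential genes was 55.6%, at percentile 62.7 of matched random lists. With the orientations of a gene as even as above, this share stays near 50% outside exons with or without such a loss, so loss and no loss cannot be told apart by it. Another was that insertions come in stretches that span neighbouring genes. The Spearman correlation of log2 ratios of adjacent genes was 0.044 over 11063 pairs and -0.0055 at a distance of 10 genes, far under the 0.2 that the hypothesis needs.

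Genes of 1 chromosome in assembly GRCr8, the one that carries Ppp1r7, Agap1 and Kdm4b, were higher after screening as a group. Its 471 measured genes had a median log2 ratio of 0.58 and 62.2% of them were above 0, against medians from -0.28 to 0.18 on the other chromosomes. It was picked as the highest of 21 chromosomes, and 0% of 10144 runs of 471 consecutive genes elsewhere had a median as high. These runs overlap each other and can span chromosome ends, so with that choice the 0% does not measure chance. A hypothesis formed on these values is that the screened cells may hold extra copies of the whole chromosome, and all 11 full blocks of 40 genes along it had medians above that of all genes (0.08 to 1.33). The summed share of its insertions was 1.25-fold higher, close to the 1.24-fold of another chromosome. By reads its summed share was 1.45-fold higher, under the 1.52-fold of a further chromosome. Extra copies and other causes therefore cannot be told apart by these counts.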
